A study of Homo sapiens with 6 samples.

How the data were processed

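RNA from differentiated primary human epidermal keratinocytes carrying control or HOPX-targeting short hairpin RNA was sequenced in 6 libraries, 3 per group. Per the labels' protocols, total RNA was extracted with Trizol and a column kit, and libraries were made with an Illumina TruSeq RNA kit. The submitters' processing notes name STAR 2.5.3a, an aligner, the genome build hg19 and Partek, without a version or a role. The quantification, the normalization, the filter on low expression, the statistical test and whether strand was used are not given in the sources used here.

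The data analysed were the authors' deposited table of the knockdown against the control. Per the file headers, it gives for each gene symbol a mean count in each group, which is used here as a signal because it is not a raw count. Of the printed means 30.2% had a decimal that the mean of 3 whole numbers can have. The columns summed to 747569 in shHOPX and 763838 in shCTRL, so the means were taken as normalized counts in a unit the authors do not state. Per the file headers, the authors also deposited a linear ratio and a signed fold change of knockdown over control. The printed ratio matched the quotient of the printed means within rounding for 12889 of 12889 genes. The authors deposited a p-value and an FDR per gene. The FDR was recomputed from the p-value column by Benjamini-Hochberg adjustment over the 12889 genes and matched within 1% in 12889 of them. The smallest mean over both groups was 1, so genes below that level are not listed.

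Separate libraries were not in the table, so the planned edgeR, DESeq2 and limma fits, the camera and fry list tests, the fits that leave out a library or use the replicate number, and the count of other splits of the libraries were not used. The authors' FDR took the place of the planned test, at the planned threshold of 0.05. A fold or p of the authors carries no standard error here. Fold changes are the authors' ratios of means without a pseudocount, and log2 ratios were computed from the printed means.

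The 31 gene lists, the rule for named genes and the other settings to try were fixed before the data were examined. For each list, members were matched by symbol or older symbol, counted by the authors' FDR, and counted again after Benjamini-Hochberg adjustment of the authors' p-values over the list alone. For the 27 lists with at least 5 measured members, the median log2 ratio was set against the medians of 10000 random lists of the same size, drawn from other genes in the same of 20 bins of mean expression. This comparison, chosen in place of camera after the table was seen, describes these group means and gives no p-value, since genes are not independent replicates. About 5% of lists would lie outside the central 95% by chance, and more where members are expressed together. Tested on simulated data with ratios of the 12889 genes and lists of 25 genes, it put 10 of 10 lists raised by 0.5 on the log2 scale and 9 of 10 lists lowered by 0.5 outside the central 95%, as well as 3 of 20 lists with no shift. Further random lists were matched on 10 bins of expression and 10 of transcript length or GC content. These came from the longest basic transcript per gene name in GENCODE 29 and were found for 98.5% of the genes. That reference uses another build than the authors' table, so no coordinates are given.

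HOPX was always named. The 10 highest and 10 lowest folds among genes with an FDR under 0.05 and a mean over both groups of at least 50 followed. That minimum was set for counts, with 5 planned for counts scaled to a fixed library size, and the unit of the table is not stated. With a minimum of 5, tried after seeing the data, 1 of the 10 highest and 6 of the 10 lowest folds would be the same genes. The planned condition that every shHOPX library lie beyond every shCTRL library could not be applied. For each list, up to 3 members per direction with the smallest FDR under 0.05 were named, or up to 2 with the highest mean where no member passed. Pseudogenes, genes without a proper name and genes of the sex chromosome Y were passed over, and some genes are left out where a list is summarised by its count. Alternatives changed the FDR and fold thresholds, the minimum mean, the scaling of the group means, the pseudocount (0.1, 1 or 5) and the matching of random lists. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.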

Results

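Human primary epidermal keratinocytes, the main cell type of the outer skin layer, carried either a non-targeting short hairpin RNA (shCTRL) or short hairpin RNA against HOPX (shHOPX), and the labels do not say how many hairpin sequences were used. They had been infected with lentivirus, selected with puromycin for 2 days and differentiated for 6 days at confluence in 1.2 mM calcium, which drives these cells from a basal towards a cornified state. RNA levels were measured by RNA sequencing in 6 libraries, 3 per group, and the labels name a single time point. The authors' deposited table held 12889 genes, each with a mean normalized count per group, the ratio of the means, a p-value and a false discovery rate (FDR). It gave no value for any separate library, so depth per library is unknown and no replicate spread could be computed. The group means summed to 747569 in shHOPX and 763838 in shCTRL. The comparison asked which genes differ in differentiated keratinocytes when HOPX is depleted.

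HOPX encodes a small homeodomain protein that lacks the residues needed to bind DNA. The authors' deposited table gave it a mean of 635.6 normalized counts in shCTRL and 7.3 in shHOPX, an 87.55-fold fall with an FDR of 0.000941. No gene in the authors' deposited table had a larger fold in the lower direction, and the next one stood at 22.71-fold. The value per library, which would check each label, was not analysed here.

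At an FDR under 0.05 in the authors' deposited table, 4081 genes were higher and 2568 were lower in shHOPX, which together made up 51.6% of the genes listed. Most of these differences were small: 3906 of the 6649 called genes differed by less than 1.5-fold. At 2-fold or more, 413 genes were higher and 500 were lower, so the direction with more genes turned with the size asked for. At 5-fold or more, 30 genes were higher and 61 were lower. The median gene had a log2 ratio of 0.10 in favour of shHOPX, and the list medians below are given relative to that value. The labels do not say whether the triplicates were separate cultures or came from different donors, so the FDR measures only the spread between these libraries, which can be technical.

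**Figure D1:**
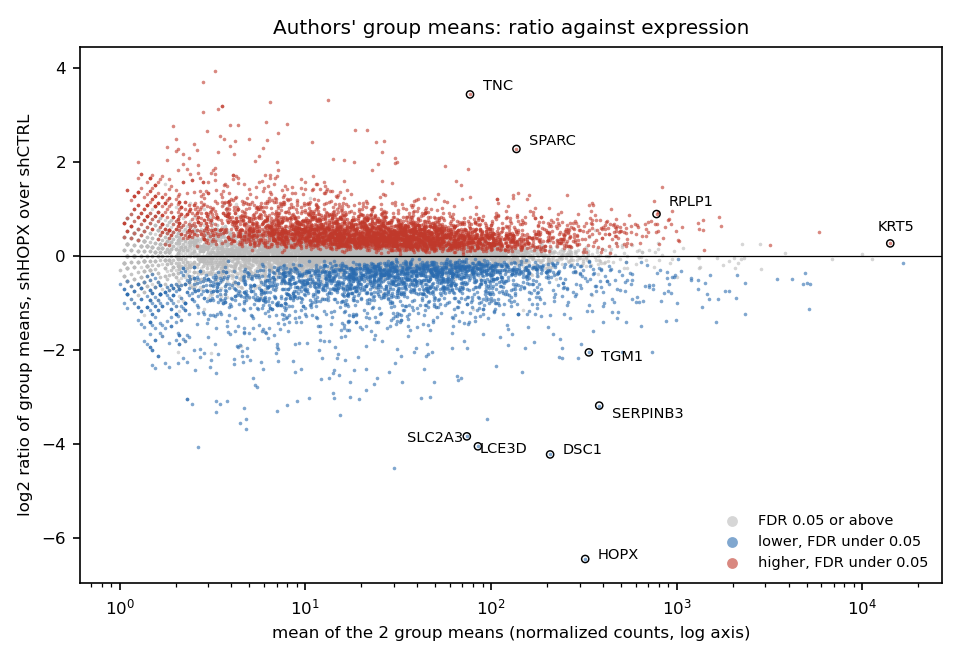
Each point is a gene of the authors' table, with the mean of its 2 group means in normalized counts on a log axis and the log2 ratio of shHOPX over shCTRL on the vertical axis; colour marks the direction at an FDR under 0.05. HOPX lies lowest, at a log2 ratio of -6.44, and the dense called points near 0 are the 3906 genes under 1.5-fold.

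Genes of the cornified layer, the dead outer shell of the epidermis, were lower in shHOPX. Of 27 genes on the list of cornified envelope and late differentiation genes, 23 were measured, and 19 fell, 0 rose and 4 did not pass (21 fell adjusted over the list alone). TGM1, the transglutaminase that crosslinks the envelope, went from a mean of 541.8 to 131 in the authors' deposited table, 4.14-fold lower. Also in the authors' deposited table, CSTA, a cysteine protease inhibitor built into the envelope, was 2.62-fold lower and the scaffold protein gene EVPL 2.39-fold lower. Filaggrin (FLG) and involucrin (IVL), named after their values were seen, were 2.51-fold and 1.56-fold lower in the authors' deposited table. The list's median log2 ratio was -1.68 relative to the median gene, and 0 of 10000 random lists matched on expression had a lower median.

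The late cornified envelope (LCE) genes, which encode small proteins of the outermost layers, moved with them. Of 18 LCE genes 7 were measured, and 6 fell, 0 rose and 1 did not pass, with the same 6 adjusted over the list alone. LCE3D fell from a mean of 138.4 to 9.7 and LCE3E from 57.2 to 2.5 in the authors' deposited table. Of 11 small proline-rich (SPRR) genes, whose products are crosslinked into the envelope, 9 were measured, and 4 fell and 1 rose, both over the 12889 genes and adjusted over the list alone. SPRR3 was 4.42-fold lower and SPRR1B 2.17-fold lower, while SPRR2A was 3.03-fold higher, per the authors' deposited table. The LCE median was -1.88 and the SPRR median -0.55 relative to the median gene, with 0 and 77 of 10000 random lists lower. Most measured LCE genes had low means, and the LCE median was -1.16 with a pseudocount of 1 and -0.52 with a pseudocount of 5, still below the central 95%. LCE3D and LCE3E, like the SPRR2 genes, have near-identical copies, and how the authors' counting split shared reads is not given in the sources used here, so their values are uncertain.

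The S100 calcium-binding genes of the same chromosomal cluster went both ways. Of 14 listed 13 were measured, 4 rose and 4 fell, with the same counts adjusted over the list alone. S100A2, which is most abundant in basal cells, went from a mean of 442.3 to 1231, and S100A4 was 2.36-fold higher, in the authors' deposited table. S100A8, an antimicrobial alarmin subunit, was 1.61-fold lower in the authors' deposited table. The median was -0.07 relative to the median gene, while the mean was 0.14 in the other direction, and 4094 of 10000 random lists had a lower median.

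Suprabasal genes, those switched on as keratinocytes leave the basal layer, were also lower. Of 25 measured markers 15 fell, 1 rose and 9 did not pass (20 fell and 2 rose adjusted over the list alone). DSC1, a desmosomal cadherin of the upper epidermis, had one of the steepest falls, from 394.9 to 21.2 in the authors' deposited table, 18.67-fold. The authors' deposited table put FABP5, an epidermal fatty acid carrier, 3.40-fold lower, SERPINB5 1.86-fold lower and DSC2 1.82-fold lower, with the tight junction gene CLDN1 1.53-fold higher. The suprabasal keratins KRT1 and KRT10, named after their values were seen, did not pass over the genes listed. KRT1 was 2.21-fold lower, with means of 204.9 in shCTRL and 92.9 in shHOPX and an FDR of 0.0585 in the authors' deposited table, and passed adjusted over the list alone. KRT10 had means of 131.5 and 68.9 with an FDR of 0.111 in the authors' deposited table and passed neither way. The median of the list was -0.92 relative to the median gene, below those of the 10000 random lists.

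Basal markers did not move as a group. Of 23 measured 8 rose, 7 fell and 8 did not pass (9 rose and 8 fell adjusted over the list alone). KRT5, the basal type II keratin, went from 12799.5 to 15442.5 in the authors' deposited table, 1.21-fold higher, and the integrin gene ITGA3 was 1.57-fold and cyclin D1 (CCND1) 2.47-fold higher there. Genes of the basement membrane and hemidesmosome went the other way in the authors' deposited table: COL7A1 was 2.14-fold, LAMB3 1.71-fold and DST 1.68-fold lower. The median stood at -0.06 relative to the median gene, with 4182 of 10000 random lists lower.

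Most measured regulators and enzymes of the differentiating epidermis were lower. Of 27 differentiation transcription factors 18 fell, 3 rose and 6 did not pass, with the same counts adjusted over the list alone. RORA was 2.86-fold, KLF5 1.75-fold and EHF 1.51-fold lower, while AHR was 1.79-fold, SOX9 1.5-fold and SOX4 1.19-fold higher in the authors' deposited table. Of 28 measured genes of the lipid barrier, the ceramide-rich seal between cornified cells, 21 fell and 1 rose (22 and 1 adjusted over the list alone). CERS3, the synthase of ultra-long-chain ceramides, was 2.62-fold lower, and SPTLC3 and ELOVL1 were each 1.83-fold lower in the authors' deposited table. ASAH1, an acid ceramidase, was 1.31-fold higher there. Of 30 measured epidermal proteases and protease inhibitors 20 fell and 0 rose (21 fell and 1 rose adjusted over the list alone), among them SERPINB3, whose mean went from 689 to 76 in the authors' deposited table. SPINK6, an inhibitor of kallikreins, was 3.30-fold and SERPINB13 2.01-fold lower in the authors' deposited table. SERPINB3 has a near-identical neighbour, so its value is uncertain in the same way as those of the LCE3 genes. The medians of these 3 lists were -0.61, -1.09 and -0.78 relative to the median gene, and 0 of 10000 random lists were lower in each case.

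**Figure D2:**
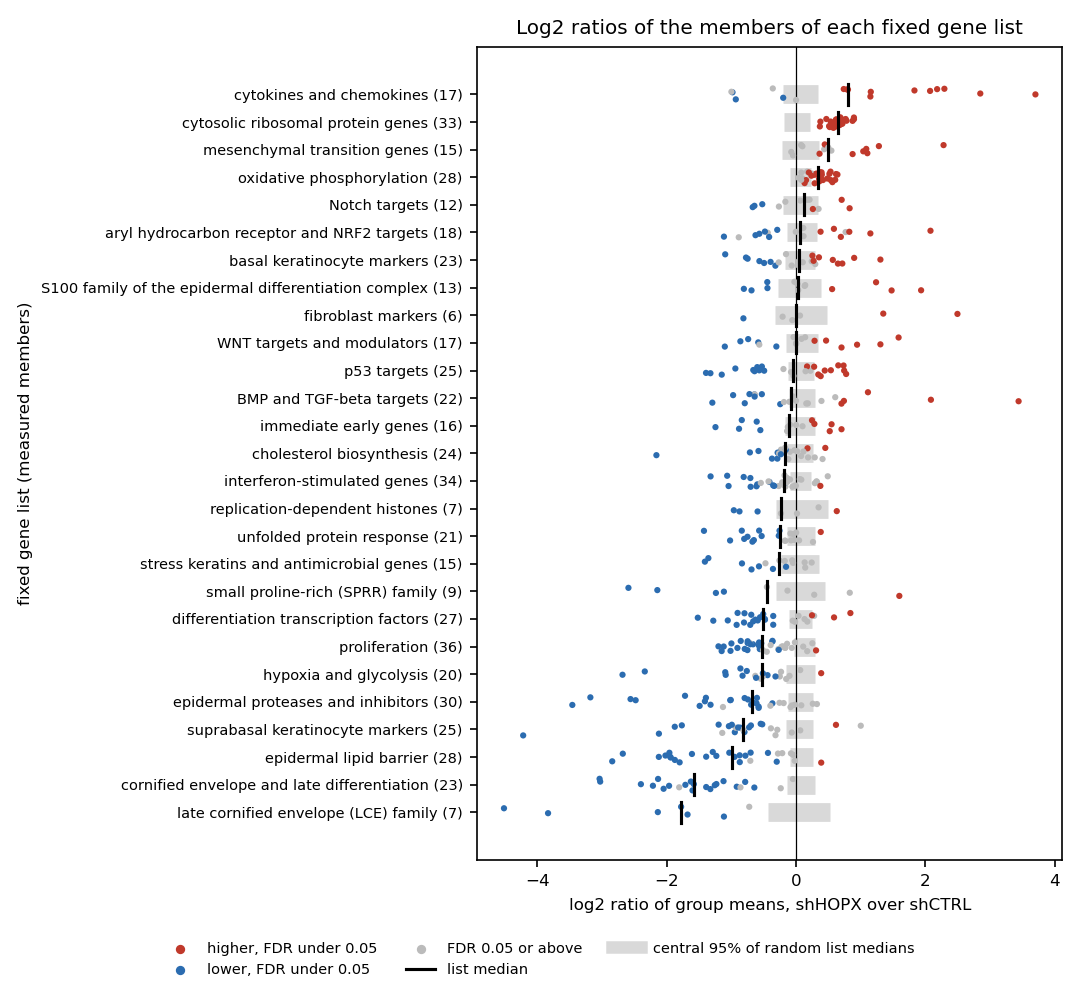
Each point is a measured member of a gene list, placed by the log2 ratio of its authors' group means (shHOPX over shCTRL) and coloured by direction at an FDR under 0.05; black ticks are list medians and grey bars the central 95% of the medians of 10000 random lists matched on expression. Of the 27 lists, 13 medians lie below the grey bar, 4 above it and 10 within it.

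More genes of the cytokine and chemokine list rose than fell in shHOPX. Its measured members also include genes of other kinds, among them PTGS2, NFKBIA, TNFAIP3 and ICAM1. Of 30 listed 17 were measured, and 11 rose, 3 fell and 3 did not pass (11 rose and 4 fell adjusted over the list alone). CXCL1, a neutrophil attractant, went from a mean of 2 to 9.8, CXCL8 from 0.9 to 3.2 and the alarmin IL33 from 5.4 to 22.7 in the authors' deposited table. The interleukin-1 genes IL1A and IL1B, named after their values were seen, rose from higher means, 88.1 to 153.6 and 35.7 to 79.5 in the authors' deposited table. IL1RN, the interleukin-1 receptor antagonist, fell from 612.3 to 309.8, and PTGS2, the inducible prostaglandin synthase, was 1.91-fold lower in the authors' deposited table. The median was 0.70 relative to the median gene, above those of the 10000 random lists, but it fell to 0.26 and inside their central 95% among genes with a mean of at least 50.

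Interferon-stimulated genes were mostly lower or did not pass. Of 34 measured 12 fell, 1 rose and 21 did not pass (10 fell and 1 rose adjusted over the list alone). SAMD9 was 2.09-fold, the antiviral membrane protein gene IFITM1 1.75-fold and IFI44 1.63-fold lower, and XAF1 was 1.30-fold higher, per the authors' deposited table. Of 15 measured stress keratins and antimicrobial genes 7 fell and 0 rose, with the same counts adjusted over the list alone. The antiprotease SLPI went from 2352 to 885.1 and KRT6C from 1424.8 to 556.6 in the authors' deposited table, while KRT6A, the most abundant of them, was 1.11-fold lower. KRT6A and KRT6C are near-identical, so the division of reads between them is uncertain. The interferon median was -0.28 and the stress keratin median -0.36 relative to the median gene, with 15 and 197 of 10000 random lists lower. The second of these calls ended among genes with a mean of at least 50, where the median was -0.39.

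Proliferation genes were lower in shHOPX. Of 36 measured 20 fell, 1 rose and 15 did not pass, with the same 20 and 1 adjusted over the list alone. Thymidine kinase (TK1) was 2.29-fold, topoisomerase TOP2A 1.74-fold and thymidylate synthase (TYMS) 1.67-fold lower, and the helicase subunit gene MCM5 1.24-fold higher in the authors' deposited table. The median was -0.63 relative to the median gene, below those of the 10000 random lists. Several members had low means in the authors' deposited table, such as BIRC5 (6.2 in shCTRL, 3.1 in shHOPX) and CDK1 (13.1 and 5.9). Too few members had a mean of at least 50 for a comparison there. The median was -0.52 with a pseudocount of 1 and -0.35 with a pseudocount of 5, still below the central 95%. Of 7 measured replication-dependent histone genes, of 16 listed, 3 fell and 1 rose, also adjusted over the list alone: HIST1H1C was 1.94-fold lower and HIST1H2BK 1.54-fold higher in the authors' deposited table. Of 25 p53 targets 10 rose and 10 fell, with the same counts adjusted over the list alone. CCNG1, AEN and BAX were 1.71-fold, 1.67-fold and 1.45-fold higher, while TP53INP1 was 2.22-fold and TP53I3 1.92-fold lower in the authors' deposited table. The histone and p53 medians were -0.34 and -0.14 relative to the median gene, with 469 and 1133 of 10000 random lists lower, and the histone median lay below the central 95% when lists were also matched on transcript length or on GC content, or with a pseudocount of 5.

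More genes of the hypoxia and glycolysis list fell than rose. Of 20 measured, of 21 listed, 11 fell, 1 rose and 8 did not pass (13 fell and 1 rose adjusted over the list alone). HK2, which phosphorylates glucose on entry to glycolysis, went from a mean of 177.1 to 35, and VEGFA was 1.82-fold and ADM 1.69-fold lower in the authors' deposited table. The glycolytic enzyme gene ENO1 was 1.31-fold higher in the authors' deposited table, and GAPDH, LDHA and ALDOA, named after their values were seen, did not pass, with FDRs of 0.724, 0.499 and 0.0555. Adjusted over the list alone, ALDOA was among those that fell. SLC2A3, the neuronal-type glucose transporter GLUT3 and a member of no list, fell from 160.3 to 9.7 in the authors' deposited table. Of 21 unfolded protein response genes 11 fell and 1 rose, also adjusted over the list alone, among them SEL1L, a subunit of the complex that clears misfolded proteins from the endoplasmic reticulum, 2.68-fold lower in the authors' deposited table. Of 24 cholesterol synthesis genes 8 fell, 2 rose and 14 did not pass, with the same counts adjusted over the list alone. MSMO1, a sterol demethylase, was 4.47-fold lower, while LSS was 1.37-fold higher in the authors' deposited table. The hypoxia, unfolded protein and cholesterol medians were -0.63, -0.36 and -0.27 relative to the median gene, with 0, 24 and 133 of 10000 random lists lower. Among genes with a mean of at least 50 the cholesterol median was -0.22, inside the central 95%.

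Among genes with a mean of at least 50 over both groups, TNC and SPARC had the highest folds. TNC, the matrix glycoprotein tenascin C and a member of the BMP and TGF-beta list, went from a mean of 13 to 141.1 in the authors' deposited table, 10.86-fold, and SPARC, a collagen-binding matrix protein gene, from 46.8 to 227.3. Of 20 genes on the mesenchymal transition list 15 were measured, and 8 rose, 0 fell and 7 did not pass, with the same 8 adjusted over the list alone. PLAU, the urokinase protease, was 2.12-fold higher, and TWIST1 went from 0.7 to 1.7 in the authors' deposited table. The most abundant member, fibronectin (FN1), named after its value was seen, had means of 2331.9 in shCTRL and 2257.9 in shHOPX with an FDR of 0.777 in the authors' deposited table. The list's median was 0.40 relative to the median gene, above 9984 of 10000 random lists.

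The next highest folds in the authors' deposited table at a mean of at least 50 were those of HAS3, a hyaluronan synthase, 3.78-fold, TAGLN, an actin-binding protein of smooth muscle, 3.63-fold, and KRT4, a keratin of internal epithelia, 3.05-fold. Further genes of that ranking in the authors' deposited table were COTL1 at 2.83-fold, TUBA1A at 2.53-fold and IRS1 at 2.51-fold, which encode an actin-binding protein, an alpha tubulin and an insulin receptor substrate. At the other end of that ranking of the authors' deposited table, CALB1, which encodes the calcium-binding protein calbindin, was 11.09-fold lower. SLURP2 was 6.20-fold, SERPINB12 5.91-fold and PLBD1 5.51-fold lower in the authors' deposited table.

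**Figure D3:**
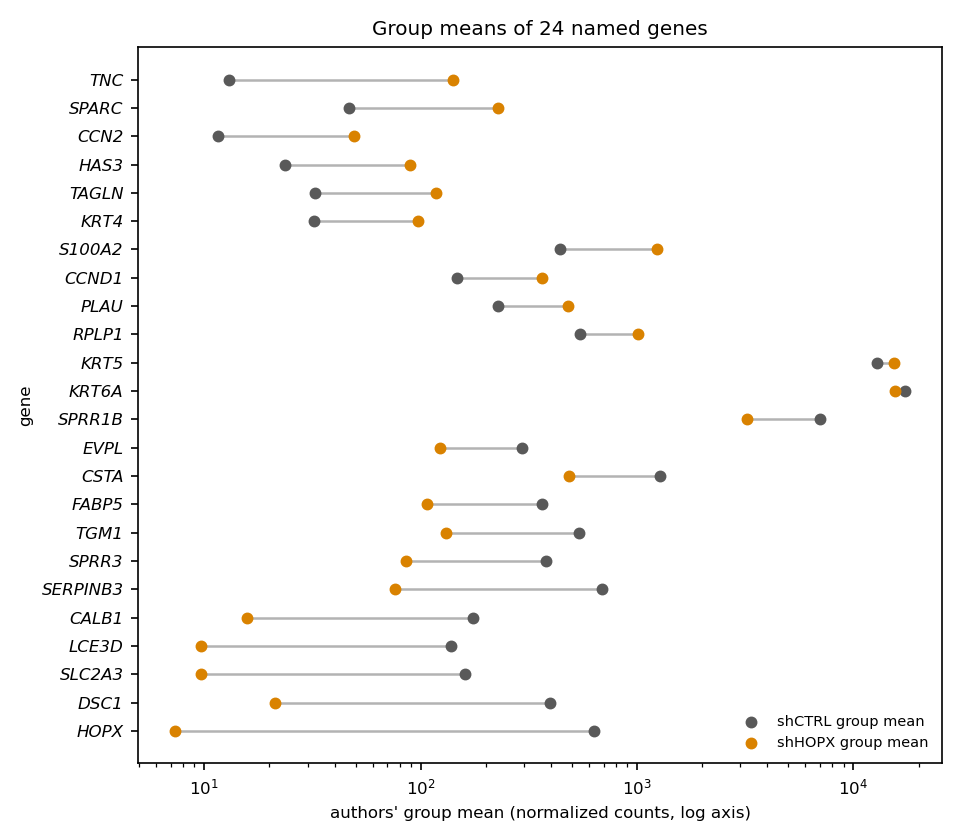
Group means of 24 named genes in the authors' table, in normalized counts on a log axis, with shCTRL in grey and shHOPX in orange joined by a line per gene. The 13 genes at the bottom are lower in shHOPX, HOPX the most, from 635.6 to 7.3, and the 11 at the top are higher, TNC the most, from 13 to 141.1; no error is drawn because the table gives means without a spread.

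Targets of signalling pathways moved in both directions. Of 22 measured BMP and TGF-beta targets, of 25 listed, 8 fell and 5 rose (8 and 6 adjusted over the list alone). CCN2, a matricellular protein gene, went from 11.6 to 49.2, while SKIL was 2.45-fold and the ligand TGFB1 1.65-fold lower in the authors' deposited table. Of 17 measured WNT targets and modulators, of 26 listed, 6 rose and 5 fell (7 and 6 adjusted over the list alone), with DKK3 1.92-fold and SFRP1 1.38-fold higher and WNT7B 2.14-fold and APCDD1 1.82-fold lower in the authors' deposited table. Among genes with a mean of at least 50 these 2 lists left the central 95% in opposite directions, with medians of -0.62 over the 8 BMP and TGF-beta targets left and 0.67 over the 5 WNT genes left. Of 12 measured Notch genes, of 16 listed, 3 rose and 3 fell (4 and 3 adjusted over the list alone). HES4 rose with a log2 ratio of 0.83. The ligands JAG1 and JAG2 were 1.63-fold and 1.20-fold higher in the authors' deposited table. The ligand DLL1 and the receptors NOTCH1 and NOTCH3 were 1.59-fold, 1.59-fold and 1.44-fold lower there. Of 18 measured aryl hydrocarbon receptor and NRF2 targets, of 20 listed, 6 rose and 6 fell, and of 16 immediate early genes, also of 20, 5 rose and 5 fell, with the same counts adjusted over the list alone in both. CYP1B1 went from 0.9 to 3.8 and MYC from 153.4 to 249.6, while FOSL2 was 1.84-fold lower in the authors' deposited table. The BMP, WNT, Notch, receptor and immediate early medians were -0.18, -0.10, 0.02, -0.05 and -0.21 relative to the median gene, with 548, 2015, 5995, 3482 and 757 of 10000 random lists lower. At a mean of at least 50 the Notch median was -0.30 over 5 genes and the immediate early median 0.07 over 9, on the other side of the median gene but inside the central 95%. Mean and median differed in sign relative to the median gene in 5 of the 27 lists, all inside the central 95%: the BMP, Notch, receptor, S100 and fibroblast lists.

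Ribosomal protein genes were higher in shHOPX. The list held 33 of the genes of cytosolic ribosomal proteins, and 33 rose, also adjusted over the list alone. Of 52 other genes with a ribosomal protein name or a ribosomal fusion product, counted after seeing the data, 49 rose, 0 fell and 3 did not pass. RPLP1 went from a mean of 544.4 to 1012.4, 1.86-fold, RPL18 was 1.60-fold and RPLP2 1.48-fold higher in the authors' deposited table. Of 28 nuclear genes of oxidative phosphorylation 22 rose, 0 fell and 6 did not pass, with the same 22 adjusted over the list alone, and COX4I1, a subunit of cytochrome c oxidase, was 1.52-fold higher in the authors' deposited table. The medians were 0.55 and 0.23 relative to the median gene, above 10000 and 9988 of 10000 random lists. Matched on transcript length too, the oxidative phosphorylation median lay above 95.4% of random lists, inside the central 95%, while the ribosomal one stayed above it. Ribosomal protein genes have many processed copies in the genome, which makes their values uncertain where reads were shared, and of 13 mitochondrially encoded genes 0 were listed.

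Markers of other cell types moved in both directions or did not pass. Of 12 fibroblast markers 6 were measured, and 2 rose, 1 fell and 3 did not pass, with the same counts adjusted over the list alone. COL1A2 went from a mean of 1.1 to 6.2 and THY1 from 2.2 to 5.6, whereas decorin (DCN) fell from 41.5 to 23.6 in the authors' deposited table. The most abundant of these markers, MFAP5 and FBLN1, named after their values were seen, did not pass, with means of 91 and 50.7 in shCTRL and 94.9 and 48.7 in shHOPX in the authors' deposited table. The fibroblast median was -0.10 relative to the median gene, with 3107 of 10000 random lists lower. Of 12 melanocyte markers 3 were measured and 2 fell, also adjusted over the list alone: TYRP1 went from 5.9 to 0.7 and PMEL from 5.5 to 2.1 in the authors' deposited table. Of 14 immune markers 2 were measured. CD68, a lysosomal protein gene also used by epithelial cells, was 3.47-fold lower and CD74, a class II chaperone, went from a mean of 3.5 to 10.1 in the authors' deposited table, both also adjusted over the list alone. EGFL7, the measured 1 of 10 endothelial markers, was 2.17-fold higher in the authors' deposited table, also adjusted over the list alone.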

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

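No paired analysis was possible because the table gives group means without the replicate numbers that the labels share between the groups. For the same reason the planned fits with other size factors in edgeR, DESeq2 or voom, those leaving out a library, and camera and fry were not run, nor was a table without the authors' filter. Depth per library is unknown, so its limit on low genes could not be set. The counts of called genes moved by over 1.5 times when fewer genes could be called: 413 were higher and 500 lower at 2-fold or more, and 1060 and 875 among the 3009 genes with a mean of at least 50, over which the FDR was also recomputed. An FDR under 0.01, chosen after seeing the data, left 1868 higher and 1243 lower. Scaling the group means kept the authors' p-values, so it could turn signs but not move the number of calls, and says nothing about how a new test would come out: scaled to the median gene, 4063 were higher and 2586 lower. Leaving out 342 pseudogenes and unnamed genes (also chosen after seeing the data) stayed within 1.5 times. The log2 ratio of HOPX was -6.44 without a pseudocount and -5.70 with a pseudocount of 5, and from -6.55 to -6.26 under smaller pseudocounts and other scalings. Of 137 other genes named by the rule, 0 changed direction, and 14 moved by over 1.5-fold with a pseudocount of 5. With a pseudocount of 1, 6 moved by that much, among them CXCL8, COL1A2, CYP1B1, TWIST1 and TYRP1. Genes named after their values were seen, some with low means such as SAA1 and NEFL, were not included in these counts. The number of lists outside the central 95% of random lists was 17 of 27, 17 when matched on length and 18 on GC content (both chosen after seeing the data), 17 or 18 with pseudocounts, and 13 of 21 among genes with a mean of at least 50, of which 11 kept their side.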

Other observations

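Of 31 genes of the contractile actin cytoskeleton, a list made after values were seen and so no independent evidence of a direction, 30 were measured, and 22 rose, 2 fell and 6 did not pass. The myosin light chain gene MYL9 went from a mean of 5.8 to 37, the tropomyosin gene TPM1 was 2.20-fold, the crosslinker ACTN1 2.17-fold and the cytoplasmic actin ACTG1 1.78-fold higher in the authors' deposited table. ACTB, the other cytoplasmic actin, had means of 2237.6 in shCTRL and 2017.9 in shHOPX and did not pass in the authors' deposited table. Of 15 desmosome genes, whose products rivet keratinocytes together and which were likewise listed after values were seen, 11 fell, 1 rose and 3 did not pass. Of these 15 genes 6 also stand in lists fixed earlier. Outside those 6, DSG3 was 1.87-fold, DSC3 1.88-fold, DSP 1.52-fold and JUP 1.67-fold lower, and DSG2, typical of simple epithelia, was 1.30-fold higher in the authors' deposited table.

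Further genes outside the lists, named after their values were seen, rose. SAA1, an acute phase protein gene with a near-identical neighbour that makes its value uncertain, went from 1.2 to 11.7 in the authors' deposited table. The protease inhibitor SERPINA3 went from 5 to 31.9 and complement C3 from 12.5 to 50.2 in the authors' deposited table. The adhesion molecule L1CAM went from 8.2 to 44.7, the tubulin TUBB3 from 12.3 to 48.7 and the neurofilament NEFL from 1.1 to 7.6 in the authors' deposited table, genes best known from neurons. CDKN2A, which encodes cell cycle inhibitors, was 4.62-fold higher, and the mucosal keratin KRT13 went from 93.2 to 228 in the authors' deposited table. Across 112 pseudogenes listed together with their parent gene, the median absolute difference between the log2 ratios of the members of a pair was 0.23, against 0.43 when the parent was replaced by a random gene of like expression.

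In the tests that follow, the comparisons matched on transcript length and GC content were chosen after the table was seen, and the translation factor, basal marker and fibroblast tests after the values they rest on. The bounds on length and GC content were set before those comparisons were run, jointly for the ribosomal and respiratory genes, and were rewritten for each part after the results. The bound against a delay was revised after its result. The other splits of the 6 libraries could not be counted, and effects of the hairpin RNA other than the loss of HOPX were not tested and stay open for every difference described.

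The joint rise of ribosomal protein and respiratory chain genes was set against a trend with transcript length, since both groups have short transcripts. Across 12698 genes the log2 ratio fell with transcript length (Spearman's rho -0.15, across genes, which are not independent replicates), from a median ratio of 1.18 in the 1270 genes with the shortest transcripts to 0.98 in the 1269 with the longest. Matched on length, the respiratory chain median lay above 95.4% of random lists. These lists were drawn from other genes and could hold ribosomal protein genes, which are also short and rose. The match therefore cannot settle how much of the respiratory rise comes from length. Without genes of ribosomal protein or respiratory chain names, the log2 ratio still fell with length (Spearman's rho -0.13 across 12407 genes). The length trend may thus explain some or all of the respiratory rise. Not taken relative to the median gene, the respiratory chain median log2 ratio was 0.33. The length-matched random lists had a median of 0.19, and those matched on expression alone 0.07. The ribosomal protein median lay above 100% of length-matched random lists, which argues against length as its whole cause. Matched on GC content, the medians lay above 99.9% and 100%, which argues against a GC trend for either. A wider shift of transcripts with a 5' terminal oligopyrimidine tract stays open for the ribosomal part: 31 of 40 other such genes rose and their median lay above 100% of length-matched random lists, but that list was written after some of its values were seen and cannot bear the explanation out.

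The fall of the late differentiation list was set against the same length trend and against a general delay between the basal and suprabasal states. Matched on length, 0% of random lists had a lower median, which argues against length as the whole cause. A general delay would raise basal markers as the late genes fall, and the basal median lay above 41.8% of random lists. With 8 basal markers higher and 7 lower, that median decides nothing, so a delay stays open. Of 36 proliferation genes, which basal cells use, 20 fell and 1 rose, but too few had a mean of at least 50 for a comparison there. No other biological explanation was tested.

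The rise of the mesenchymal transition list was set against a larger share of fibroblasts in the shHOPX cultures. Fibroblasts would bring their abundant transcripts together, and 3 of 6 measured fibroblast markers had a ratio under 1. Of the 6 markers, however, only 1 was called lower and 2 were called higher. DCN was 1.76-fold lower, and COL1A1 had means of 20.8 in shCTRL and 18 in shHOPX and did not pass, in the authors' deposited table. COL1A2 and THY1 rose from means of 1.1 and 2.2 in the authors' deposited table, and 0 of the 6 markers stand in another list. With markers called in both directions and a test chosen after their values were seen, these values decide nothing. A larger share of fibroblasts stays open, and no biological explanation was tested.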
